A study of Oryza sativa with 24 samples. Its data were reported in "Identification of Genes and MicroRNAs Affecting Pre-harvest Sprouting in Rice (Oryza sativa L.) by Transcriptome and Small RNAome Analyses" (2021).

How the data were processed

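Embryo and endosperm of 2 japonica rice accessions, Gopum and Jowoon, were sampled at 3 stages, namely 30, 45 and 60 days counted from heading (DAH), and the messenger RNA was sequenced. The labels give 24 libraries in 12 groups of accession, tissue and stage, with 2 libraries in each group. The study's methods speak of more replicates than that, and the tables do not show how many libraries entered each comparison. The number from the labels was used in the simulations below, and 4 libraries per group as well where stated. Per the study's methods, the authors trimmed the reads, aligned them to the IRGSP rice reference genome with HISAT2, counted reads per gene with featureCounts, and scaled read counts relative to library size (CPM) by the trimmed mean of M-values. The authors then compared the accessions at each stage with edgeR, and called a differentially expressed gene (DEG) at a fold change of at least 2 and a false discovery rate (FDR) of at most 0.05.

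The data used here are 6 deposited tables, 1 for each tissue and stage. Each row of a deposited table is a gene with a log2 fold change, a mean log2 CPM, a p-value and an FDR, all computed by the authors. No per-library values were analysed here. The depth of each library is therefore unknown, no library could be left out, and no standard deviation between libraries could be computed. The mean log2 CPM was identical in the 3 tables of a tissue, so it is a mean over the libraries of that tissue and does not give the level in an accession. The FDR column equalled the Benjamini-Hochberg adjustment of the p-value column over all genes of the table. The columns are those of a test without a likelihood ratio or F statistic, and the authors' test function and gene filter are not stated. The direction was settled from the genes that the study names as higher in either accession: a positive log2 fold change is higher in Jowoon. Each sign below depends on this reading.

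A design was fixed before the data were examined. Since the tables hold no counts and no CPM per library, the count test planned there was not run, and the planned thresholds were applied to the deposited values. Shared DEGs were counted where the direction was the same. The number shared by chance came from 10000 permutations of gene labels within 20 bins of mean log2 CPM, and the smallest p these permutations can give is 0.0001. Pearson and Spearman correlations of log2 fold changes were computed across genes for the 15 pairs of comparisons. No p was attached to them, because genes are not independent replicates. Clustering along the genome was examined in non-overlapping windows of 20 consecutive tested genes, ordered by the chromosome and number in the gene ID. Windows were counted past the 99.9th percentile of windows with gene labels permuted within chromosomes and bins of mean log2 CPM. In the embryo tables, 148 gene IDs carry no position and were left out of the windows.

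The standard error of a log2 fold change was not given in the tables. An implied standard error was computed as the size of the log2 fold change divided by the normal quantile of its p-value, for genes with a quantile of at least 0.5. For other genes, the median over the tables of the same tissue was used. Differences between stages were tested as the difference of 2 log2 fold changes over their combined implied standard errors, two-sided, with Benjamini-Hochberg adjustment. This normal approximation was chosen after the files were seen, and the implied error rests on the authors' model, which appears to share its dispersion among the stages of a tissue. It was tested on simulated counts of 6000 genes with 2 libraries per group, in which 200 genes changed their difference between tables. At an adjusted p of 0.05, 76.0% of the changed genes were recovered, and 3.18% of the calls were false. In this simulation the dispersion was known and equal for all genes, and the changed genes had a mean log2 CPM over 3. The share of false calls in the deposited tables is therefore not known from it. Endosperm counts in which 200 genes part the accessions were also simulated at several assumed depths, with a dispersion per gene shrunk towards that of all genes, to see what exchanged or single-accession libraries would do to the implied standard errors and p-values. In a simulated test of the windows, all 5 seeded clusters were found. Each was dense and lay within a single window, so the test does not show whether sparser clusters, or clusters across window borders, would be found.

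The genes named in the text are 15 candidates named by the study and OsACT1, the reference gene of its quantitative PCR, all listed before the data were examined. Added to them are 2 genes with the highest and 2 with the lowest mean log2 fold change among embryo DEGs of the same direction at all 3 stages with a mean log2 CPM of at least 3. The planned rule asked for more genes where names could be had. Gene names come from the study only. Of 17780 IDs, 0 matched the gene table given with the series (assembly ASM3414082v1), so other genes appear by ID, and the planned gene set tests for heat shock, abscisic acid, ethylene, auxin and ribosomal proteins were not run. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The alternatives tried were other FDR and fold change thresholds, filters on mean log2 CPM, adjustment over the 3 tables of a tissue, centring of the log2 fold changes on the median gene or within bins, Spearman correlation, and other window sizes.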

Results

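Pre-harvest sprouting is the germination of grains on the panicle before harvest. The study compared Gopum, an accession that sprouts readily, with Jowoon, which resists sprouting, to find genes that differ between them as the seed matures. RNA from embryo and endosperm was sequenced at 30, 45 and 60 DAH, with 2 libraries for each of the 12 groups by the labels. The 3 comparisons of Jowoon with Gopum in a tissue are called GJ30, GJ45 and GJ60. The tables do not show how many libraries entered each of them. The embryo tables held 16897 genes and the endosperm tables held 14049, of which 13166 were in both. The number of reads behind each library is unknown, so precision was read from the p-values. Among genes with a mean log2 CPM over 6, the median implied standard error of the log2 fold change was 0.30 in the embryo at GJ45 and 0.53 in the endosperm at GJ45.

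The first comparison asked how many genes differed between the accessions at each stage. In the embryo, 2980 DEGs were counted in GJ30, of which 1402 were higher and 1578 lower in Jowoon. GJ45 had 3636 DEGs, with 1844 higher and 1792 lower. GJ60 had 5958 DEGs, with 2615 higher and 3343 lower, which was 35.3% of the genes in the table. Of all alternatives tried, a fold change of at least 4 moved these counts most, to 1104, 1368 and 2623 DEGs. The median log2 fold change of all genes at GJ60 was -0.15 in the authors' deposited table. After it was taken off, 52.2% of the GJ60 DEGs were higher in Jowoon, against 43.9% before.

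In the endosperm, 0 DEGs were counted in GJ30. The smallest FDR of that table was 0.12 in the authors' deposited table, and 351 genes had an unadjusted p under 0.05. This was 2.5% of the genes, against 5% for evenly spread p-values. The p-values of this comparison ran high (median 0.630), so the lower share does not show fewer differences than chance. GJ45 had 226 DEGs, of which 116 were higher and 110 lower in Jowoon, and GJ60 had 215, with 110 higher and 105 lower. A fold change of at least 2 was reached by 1374, 3555 and 2567 endosperm genes at GJ30, GJ45 and GJ60 regardless of the FDR. Most of these genes did not pass the FDR threshold at the precision of the endosperm tables. When p-values of the 3 endosperm tables were adjusted together, GJ30 had 7 DEGs.

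**Figure D1:**
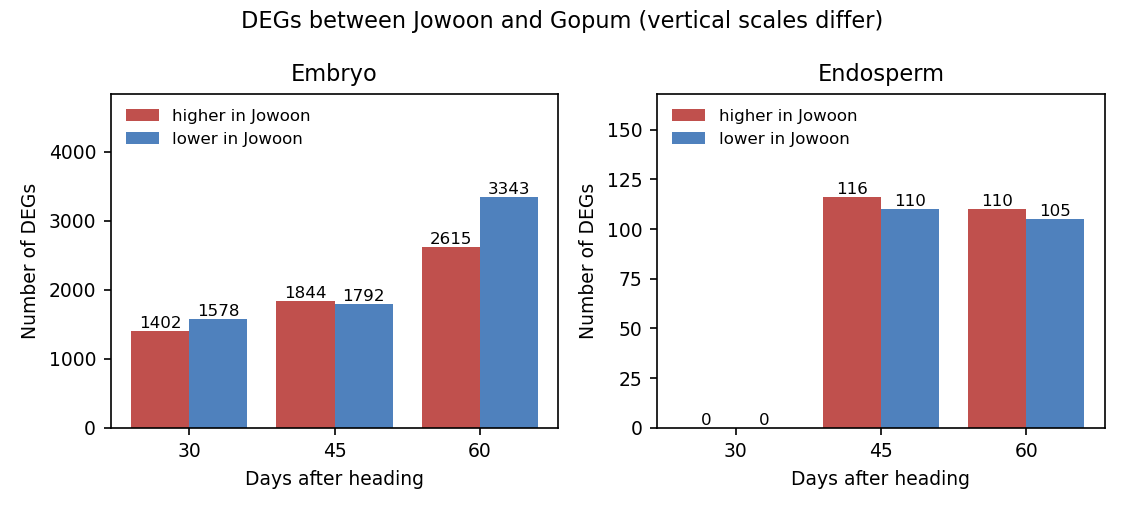
Number of DEGs (vertical axis, counts of genes) higher and lower in Jowoon at 30, 45 and 60 DAH, in the embryo (left) and the endosperm (right, on a smaller scale). The embryo bars rise from 1402 and 1578 genes at 30 DAH to 2615 and 3343 at 60 DAH, while the endosperm has 0 at 30 DAH.

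The second comparison asked whether the same genes differed at each stage. In the embryo, 9068 genes were DEGs at some stage, and 319 were DEGs of the same direction at all 3 stages, with 142 higher and 177 lower in Jowoon. Another 311 were DEGs at all 3 stages but not in the same direction. For the same direction, permuted gene labels gave 59.8 (95% range 46 to 75), and the permutation p was 0.0001, the smallest the permutations can give. GJ30 and GJ45 shared 1071 DEGs of the same direction and 28 of opposite direction. GJ45 and GJ60 shared 751 of the same direction, whereas 907 had opposite directions. In the test of differences between stages on implied standard errors, 773 embryo genes differed between GJ30 and GJ45, 5191 between GJ30 and GJ60, and 5799 between GJ45 and GJ60. In the endosperm, 81 genes were DEGs of the same direction at both GJ45 and GJ60, and 0 were of opposite direction, where permuted labels gave 2.36 shared genes (permutation p = 0.0001).

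Among the 319 genes, 165 had a mean log2 CPM of at least 3. Of these, OS06G0204100 on chromosome 6 had the highest mean, with log2 fold changes of 6.27, 9.94 and 11.77 at GJ30, GJ45 and GJ60 in the authors' deposited table. OS07G0215200 on chromosome 7 followed with 7.42, 10.01 and 9.50 in the authors' deposited table. The lowest means were those of OS06G0271500 on chromosome 6, at -10.20, -11.42 and -10.64 in the authors' deposited table, and OS12G0425800 on chromosome 12, at -10.52, -10.42 and -10.29 in the authors' deposited table. Their FDR was at most 1.17e-19 in the authors' deposited table in the 3 embryo comparisons. Fold changes of this size arise where a gene has few or no reads in an accession, and then depend on the prior count of the authors' fit, so they are not read as a measured ratio.

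The third comparison asked whether embryo and endosperm differed alike. At 45 DAH, 96 genes were DEGs of the same direction in both tissues and 2 of opposite direction, where permuted labels gave 21.7. At 60 DAH, 145 genes had the same direction and 8 opposite directions, where permuted labels gave 34.3. Both permutation p values were 0.0001. Across stages, embryo 60 and endosperm 45 DAH shared 92 DEGs of the same direction and 20 of opposite direction. Permuted labels gave 34.1 of the same direction. Embryo 45 and endosperm 60 DAH shared 69 of the same direction and 56 of opposite direction, where permuted labels gave 21.1. The permutation p was again 0.0001 for each. Across genes, the log2 fold changes of embryo and endosperm had a Pearson r of 0.54 at GJ45 and 0.53 at GJ60, and of -0.15 at GJ30. Within the embryo, r was 0.54 between GJ30 and GJ45, 0.08 between GJ30 and GJ60, and 0.06 between GJ45 and GJ60. The last of these became negative in Spearman rank correlation (-0.05). Within the endosperm, r was 0.44 between GJ45 and GJ60, but -0.24 between GJ30 and GJ45. These are 8 of 15 pairs computed, they are across genes, and genes are not independent replicates.

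**Figure D2:**
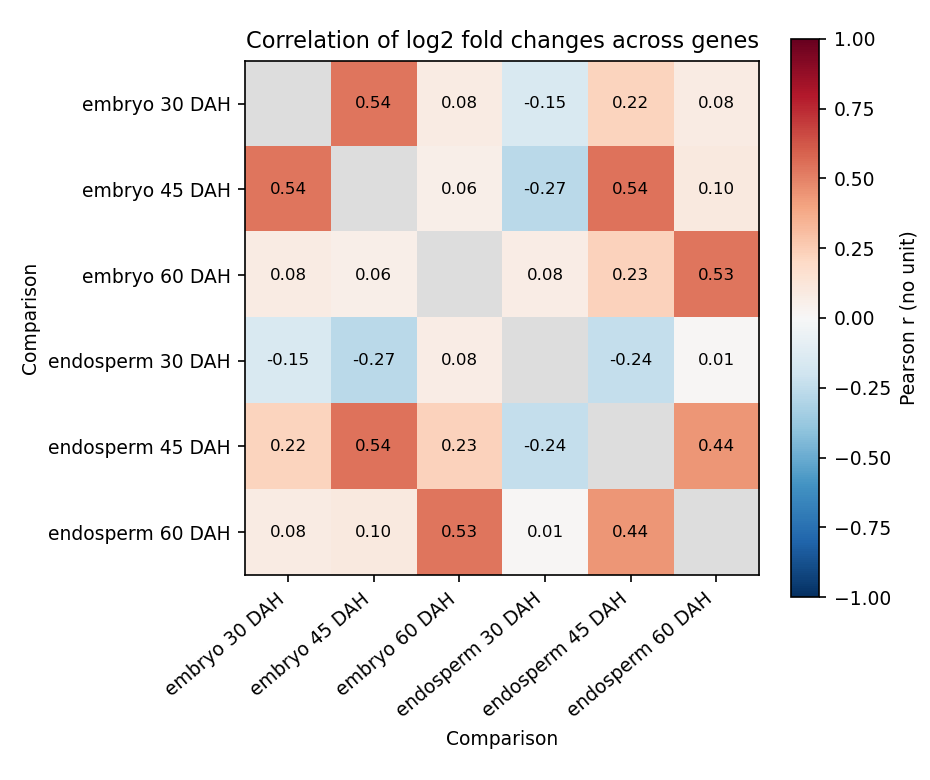
Pearson correlation (colour and printed value, no unit) of log2 fold changes across genes between the 6 comparisons of Jowoon with Gopum; both axes list the comparisons. Embryo and endosperm are correlated at 45 DAH (0.54) and 60 DAH (0.53), while embryo 60 DAH is nearly uncorrelated with embryo 30 DAH (0.08) and 45 DAH (0.06).

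A set of 58 genes was defined from the embryo tables alone, after the data had been examined, as DEGs of the same direction and at least 8-fold different at all 3 stages that were also present in the endosperm tables. Of these, 32 were higher and 26 lower in Jowoon. In the endosperm, the log2 fold change had the embryo sign in 58 of 58 genes at GJ45 and in 57 at GJ60. At GJ30, 17 genes had the embryo sign, and 4 of them reached a fold change of 2. The median log2 fold change, signed so that the embryo direction is positive, was -0.32 at GJ30, 6.11 at GJ45 and 6.67 at GJ60. The difference between GJ30 and GJ45 had an adjusted p of at most 0.05 for 49 of the 58 genes, whereas 0 differed between GJ45 and GJ60.

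**Figure D3:**
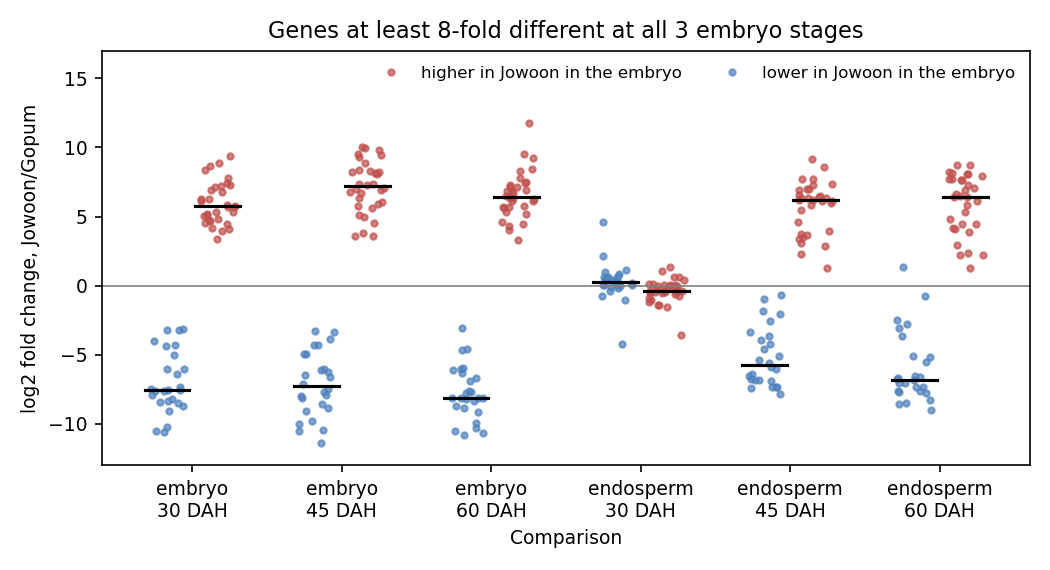
Log2 fold change of Jowoon over Gopum (vertical axis) in each of the 6 comparisons (horizontal axis) for the 58 genes at least 8-fold different at all 3 embryo stages; each point is a gene, coloured by its direction in the embryo, and black bars are medians. The medians of the 2 colours lie far apart in all comparisons except endosperm 30 DAH, where the signed median is -0.32.

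The fourth comparison concerned 15 genes that the study named for roles in abscisic acid (ABA), ethylene, heat shock, microRNA targets and dormancy. Most were chosen by the study on these samples, so their counts are not independent evidence, and the dormancy genes were named for roles known from earlier work. In the embryo, 9 were DEGs in GJ30, 6 in GJ45 and 3 in GJ60. With the p-values adjusted over the list alone, the counts were 10, 6 and 3. OsAAO3 (OS03G0790900), an ABA biosynthesis gene, had log2 fold changes of 1.41 (FDR 0.00175) at GJ30 and 1.27 (FDR 0.00504) at GJ45 in the authors' deposited table. At GJ60 its log2 fold change was -0.54 (FDR 0.242) in the authors' deposited table. OsACO3 (OS02G0771600), an ethylene biosynthesis gene, was lower in Jowoon at all stages, with -4.27, -2.82 and -6.75 in the authors' deposited table. The heat shock gene OsHsp17.9B (OS01G0135900) went from -2.26 at GJ30 and -4.59 at GJ45 to 0.91 at GJ60 in the authors' deposited table. OsSdr4 (OS07G0585700), a seed dormancy gene, went from -1.10 (FDR 0.0673) at GJ30 to 2.01 (FDR 3.43e-04) at GJ60 in the authors' deposited table. OsDOG1L-3 (OS01G0306400) was higher in Jowoon at GJ60, at 1.77 (FDR 4.94e-09) in the authors' deposited table. Of 48 differences between stages tested for the candidates and OsACT1, 18 had an adjusted p of at most 0.05. In the endosperm, where 12 of the candidates were present, 1 was a DEG. This was OsERF103 (OS02G0764700) at GJ45, with a log2 fold change of 7.24 (FDR 0.0147) in the authors' deposited table. Its mean log2 CPM in the endosperm was only 1.42 and its implied standard error 1.91, and it fell short at an FDR of 0.01. OsACO3 was also low in the embryo, with a mean log2 CPM of 1.43. At such levels the size of a fold change is not read as a measured ratio.

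OsACT1 (OS03G0718100), to which the study scaled its quantitative PCR, was itself a DEG at 2 of the embryo stages. Its log2 fold change was -0.06 (FDR 0.961) at GJ30, -1.25 (FDR 8.94e-04) at GJ45 and 1.73 (FDR 1.30e-07) at GJ60 in the authors' deposited table.

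**Figure D4:**
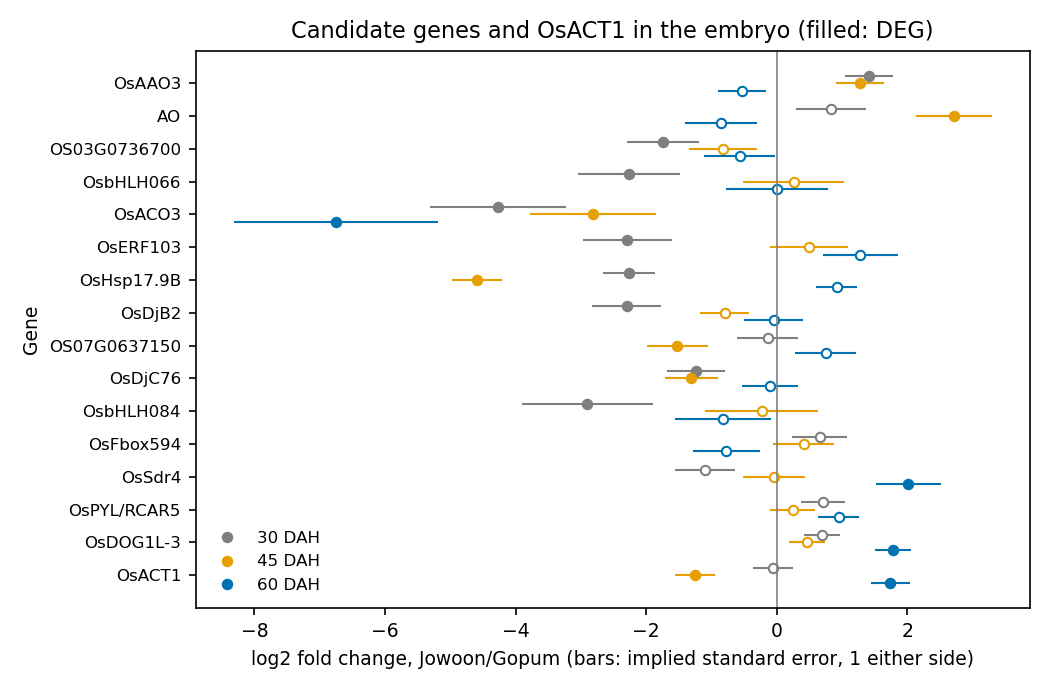
Log2 fold change of Jowoon over Gopum in the embryo (horizontal axis) for 15 candidate genes and OsACT1 (vertical axis) at 30, 45 and 60 DAH; bars are 1 implied standard error either side, and filled points are DEGs. OsHsp17.9B and OsACT1 lie on opposite sides of 0 at 45 and 60 DAH.

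The last comparison asked whether DEGs lay together along the chromosomes. Among 831 windows of 20 genes, 3 windows held more of the 316 positioned DEGs of the same direction at all 3 stages than the permuted threshold of 4, where 0.21 were given by chance (permutation p = 8.00e-04). Of these windows, 2 lay on chromosome 11, with 8 and 7 such genes, and the other on chromosome 9, with 5. For the DEGs of single stages, 1 window passed in GJ30 (permutation p = 0.208), 2 in GJ45 (p = 0.0158) and 0 in GJ60 (p = 1). With a fold change of at least 4, 4 windows passed in GJ60 (permutation p = 4.00e-04).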

Values the study reported

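The study reported 16,897 expressed genes in the embryo and 14,049 in the endosperm. It reported 2,980, 3,636 and 5,958 DEGs in the embryo at 30, 45 and 60 DAH. In the endosperm, it reported no DEG at 30 DAH, 226 at 45 DAH and 215 at 60 DAH.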

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

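The tests below were chosen after the results were seen, except the test of centring for the embryo stages, and all of them rest on the authors' deposited values and on standard errors implied by their p-values. Each result is here because the difference between Jowoon and Gopum was not the same at different stages in a test of that difference.

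The 58 genes that part the accessions at all embryo stages did so in the endosperm at 45 and 60 DAH but not at 30 DAH. The log2 fold change differed between endosperm 30 and 45 DAH for 49 of them, and between 30 and 60 DAH for 48, at an adjusted p of at most 0.05. So many differences argue against noise of single genes. When each table in turn was set against genes defined from the others without endosperm 30 DAH, the embryo sign with at least a 2-fold change was found in 51 of 52 genes at embryo 30 DAH, 50 of 51 at embryo 45 DAH, 52 of 54 at embryo 60 DAH, and all 49 and 50 at endosperm 45 and 60 DAH. It was found in 2 of 48 at endosperm 30 DAH. Gene rows out of order in that table are argued against, because the implied standard error of single genes went together between endosperm 30 and 45 DAH (r = 0.986 over 403 abundant genes). The authors' scaling moves both kinds of genes alike, but the distance between the medians of the genes higher and lower in Jowoon was -0.65 on the log2 scale at 30 DAH, against 11.97 at 45 DAH. Lower depth is argued against as the whole cause. Counts were simulated with 2 and with 4 libraries per group at a depth low enough to hide the 58 genes. Of the other genes of that level, 92.5% and 86.4% then had a log2 fold change within 0.05 of 0. At 30 DAH 6.72% had one. A smaller loss of depth stays possible. If all libraries had come from a single accession, genes of the other accession would have had almost no reads. A p of 1 grows rarer with depth, so the share among other genes of that level, 11.5% at 30 DAH and 6.86% at 60 DAH, bounds the depth from above. In simulated counts with 2 or 4 libraries per group, at depths that leave those other genes at least 0.5 of the smaller share, at least 52.5% of the genes of the absent accession had a p of 1. Of the 58 genes, 4 of 26 lower in Jowoon and 8 of 32 higher did, the larger share being 25% (95% binomial range 11.5 to 43.4). This test replaced one at fewer depths. The next larger depth run, 16 times the estimate, gave 43% with 2 libraries and 32.5% with 4, within the observed range. It left only 1.93% and 0.939% of other genes with a p of 1, so it fell outside the cut of 0.5. The result thus rests on that cut. It also rests on the assumed accession difference, which was the same for all simulated genes. In the endosperm, the 58 genes had a signed median of 6.11 at 45 DAH and 6.67 at 60 DAH. Their lower quartiles were 3.81 and 4.45. The assumed difference was larger than each of these. A smaller difference leaves more reads in the low accession and fewer p of 1, and none was simulated, so libraries of a single accession are not excluded.

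By these simulations, with their assumed dispersion, their assumed difference and the cut on depth, both kinds of genes seem to have been expressed in the libraries labelled endosperm 30 DAH. An exchange of 1 library between the accessions could do this, and so could RNA of both accessions in every library. The median excess of the log2 implied standard error of the 58 genes was 0.18 (bootstrap 95% range 0.03 to 0.36, over 46 genes with a value). Simulated exchanged libraries gave 0.60 and 1.05 at the estimated depth and at a larger one, but 0.27 at a smaller one. The depth is unknown. The smaller depth was added after the other 2 depths had been seen. With those alone the observed range lay under the simulated one and an exchange would have been argued against. With 2 libraries per group, the smaller depth left 30.9% of other genes with a p of 1. The observed share at 30 DAH was 11.5%, which goes against that depth. With 4 libraries per group and 2 of them exchanged, the estimated depth gave 0.29 (range 0.24 to 0.39). It left 11.4% of other genes with a p of 1, close to the observed share. With the depth and the number of libraries left open, an exchange cannot be told apart from libraries that are alike. RNA of both accessions in every library would also leave no other gene different, and 2.5% of all genes had a p under 0.05, where evenly spread p-values give 5%. The p-values of that table ran high (median 0.630), so this share says little about small differences. A real absence of accession differences in the endosperm at 30 DAH predicts the same share. Neither an even mix nor an absence predicts that 29.3% of the 58 genes had the embryo sign (95% binomial range 18.1 to 42.7), or that the log2 fold changes went against those of embryo 45 DAH (r = -0.27). An uneven mix, or a real difference opposite to that at 45 DAH, could give both, but r with endosperm 60 DAH was 0.0128. Genes of a table share the noise of its few libraries, so these values do not exclude either, and a mix cannot be told apart from an absence of the accession differences seen later. Sequence differences between the accessions in the reads, which were not analysed here, would decide it. Until then, the 0 DEGs of this comparison may reflect which RNA was in the libraries labelled with each accession.

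In the embryo, 773 genes differed between 30 and 45 DAH, but 5191 differed between 30 and 60 DAH and 5799 between 45 and 60 DAH. Noise of the fold changes is argued against, since the correlation of 45 with 60 DAH was 0.0597, where the implied standard errors allow up to 0.84. Exchanged accession labels at 60 DAH are argued against as well: 98.1% of the 54 genes that part the accessions in the other tables kept their sign. Centring within bins of expression level was a test fixed before its result was seen. It left the correlation of 45 with 60 DAH at 0.0452, against 0.54 for 30 with 45 DAH. A trend with expression level thus does not account for the low correlation. A shift of all genes alike by the authors' scaling leaves a correlation unchanged. This test therefore cannot judge the part of scaling in the counts of 5191 and 5799 genes. As a hypothesis, the accessions may differ in the timing of a change in the embryo between 45 and 60 DAH. A difference in the condition of the harvested seeds between stages stays open, because each stage is a separate harvest with few libraries per accession.

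Of the candidate genes, OsHsp17.9B (OS01G0135900) differed between 45 and 60 DAH by 5.50 on the log2 scale (adjusted p = 1.73e-27), OsSdr4 (OS07G0585700) between 30 and 60 DAH by 3.11 (adjusted p = 4.74e-05), and OsAAO3 (OS03G0790900) between 30 and 60 DAH by -1.95 (adjusted p = 9.75e-04). A shift of the median gene is argued against as the cause, since after centring on the median gene the largest of the 3 unadjusted p values was 4.03e-04. This cannot judge a scaling that is wrong for most genes alike. The accessions were 2-fold different in OsAAO3 at 30 DAH but not at 60 DAH, and for the 3 genes a change with maturity and a difference in the condition of the harvested seeds both stay open.

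OsACT1 (OS03G0718100) differed between embryo 45 and 60 DAH by 2.98 on the log2 scale (adjusted p = 1.06e-10). Centring on the median gene left -1.22 at 45 DAH and 1.89 at 60 DAH, the smaller of them 1.22 in size. A shift of the median gene thus does not account for it. The medians were only -0.03 at 45 DAH and -0.15 at 60 DAH, so centring could change little. It cannot judge a scaling that is wrong for most genes alike. Values of quantitative PCR that are scaled to this gene could carry its difference between the accessions, as tested under the other observations.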

How the results depend on the processing

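The alternatives were listed before the data were examined, except those named as added. No paired analysis was possible because the tables hold the authors' comparisons and no values per library. For the same reason, a second count test, the exact test, a fit of all libraries of a tissue, a replicate block, leaving out each replicate and another pseudocount were not run, and the gene set alternatives were not run for want of gene descriptions. Precision was judged only through the p-values.

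With an FDR threshold of 0.01, the embryo had 1958 DEGs at GJ30 and 2248 at GJ45, and the endosperm had 111 at GJ45 and 122 at GJ60. The embryo DEGs shared by all 3 stages fell to 196, those shared by endosperm GJ45 and GJ60 to 52, and those shared between tissues to 50 at 45 DAH and 82 at 60 DAH. With a fold change of at least 4, the embryo had 1104, 1368 and 2623 DEGs at GJ30, GJ45 and GJ60, and 156 shared by all 3 stages. With genes of a mean log2 CPM of at least 3, which leaves fewer genes to count, the embryo had 1971, 2222 and 3829 DEGs, the endosperm had 130 at GJ45 and 79 at GJ60, and the shared counts were 169 over the embryo stages, 38 in the endosperm, 26 between tissues at 45 DAH and 48 at 60 DAH. In each of these the count moved with the stricter threshold or the smaller set of genes. Under these settings the embryo still had more DEGs than the endosperm at each stage.

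Endosperm GJ30 had 7 DEGs when the 3 endosperm tables were adjusted together, because small p-values at the later stages ease the adjustment. With its p-values rescaled to a median of 0.5, an alternative added after the data were seen, it had 78. Under the other alternatives it stayed at 0. Centring on the median gene changed the DEG counts by less than 1.5 times and the share of DEGs higher in Jowoon by less than 10 percentage points in each comparison. Centring within 20 bins, also added later, likewise left the counts within 1.5 times.

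For clustering, windows of 10 genes and a fold change of at least 4 both gave 3 windows for GJ30, now past the permuted number (permutation p = 0.0397 and 0.0035). Windows of 50 genes gave 0 for GJ45, and a fold change of at least 4 gave 4 for GJ60; the cause was not tested. For genes shared by all embryo stages, 4 windows passed with windows of 10 genes, 4 with windows of 50 genes and 3 with a fold change of at least 4, each time past the permuted number, and it was not tested whether these cover the same places. Chance overlap matched on the implied standard error in place of mean log2 CPM, added later, gave 63.3 embryo genes at all 3 stages and 4.24 endosperm genes at both later stages. For the 58 genes that part the accessions, 4-fold and 32-fold thresholds and centring on the median gene were added later. With 32-fold, the share with the embryo sign at endosperm 60 DAH was 100% of 37 genes. With 4-fold, it was 91.2% of 91 genes at 60 DAH and 97.8% at 45 DAH. At 30 DAH the share was 29.7% with 32-fold, 33.0% with 4-fold and 32.8% after centring.

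Some weak correlations reversed. Embryo GJ45 with GJ60 was -0.00918 over genes with a mean log2 CPM of at least 3 and -0.0488 as Spearman rho. Embryo GJ30 with endosperm GJ60 was -0.108 and -0.142, and embryo GJ45 with endosperm GJ60 was -0.0769 and -0.175. After centring on the median gene, OsDjB2 at 0.11 and OsDjC76 at 0.0486 changed sign at GJ60, both far from the threshold. Among the single genes, 7 values fell short of the threshold at an FDR of 0.01, and 3 embryo values at GJ60 passed it after centring. Besides the pairs that reversed, 3 single correlations moved by over 0.1 as Spearman rho and 1 over genes with a mean log2 CPM of at least 3.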

Other observations

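Of the tests below, those of fixed genes and of a trend with expression level in the tissue comparison were fixed before their results were seen, and the others were chosen afterwards.

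Embryo and endosperm shared their accession differences within a stage at 45 DAH (r of 0.54) and 60 DAH (0.53), more than a tissue shared them between most of its stages. At 30 DAH, where the endosperm libraries are in question, r was -0.15. Between 45 and 60 DAH the tissues also shared DEGs past the permuted number, but with more of opposite direction than within a stage. Over 1641 genes within 0.5 log2 CPM of each other in both tissues, the smaller of the 2 correlations was 0.53 (0.529 at 60 DAH). Genes over 4-fold higher in the embryo had 0.564 at 45 DAH and 0.577 at 60 DAH, and those over 4-fold higher in the endosperm had 0.489 and 0.317. Embryo RNA carried into the endosperm libraries would give this order too, so it may add to the correlation. As the whole cause it would need a larger share than the levels allow. The 10 abundant embryo genes (mean log2 CPM over 8) lowest in the endosperm relative to the embryo reached at most 3.94% of their embryo level there, which allows a slope of endosperm on embryo fold changes of up to 0.167 over the 1641 genes, if all of it fell on 1 of the 3 stages. The smaller slope was 0.333 (bootstrap 95% range 0.282 to 0.390). For endosperm RNA carried into the embryo libraries, the share was at most 0.432%, the allowed slope 0.0183 and the smaller slope 0.606. Without the genes that were DEGs of the same direction at all 3 embryo stages, the smaller correlation was 0.45. After centring within bins of expression level, it was 0.53 (0.532 at 45 DAH). Each of these argues against the explanation it tests as the whole cause. As a hypothesis, part of the accession difference at 45 and 60 DAH may be set by the state of the whole seed at harvest. The design does not separate this from the conditions of that harvest.

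The gap in DEG counts between embryo and endosperm has more than a single source. The median implied standard error of genes with a mean log2 CPM over 6 was 1.73 times larger in the endosperm. The 10 most abundant genes took 43.5% of the CPM in the endosperm and 11.1% in the embryo, but this lowers the precision of low genes, and the abundant ones were less precise too. When noise was added to the embryo fold changes of 12061 genes until they had the endosperm's standard errors, the calls fell from 2211 to a median of 915.5 at 30 DAH, from 2536 to 786 at 45 DAH, and from 4317 to 2508.5 at 60 DAH, over 100 draws. The endosperm gave 6, 257 and 177 calls by the same normal approximation. Larger standard errors thus account for part of the gap and not for all of it at any stage. This test replaced an earlier one without added noise, which had been run and seen first and in which larger standard errors sufficed at 45 DAH. The result at 45 DAH also lies close to the limit used, so it depends on the choice of test. The spread of fold changes left after the noise was taken off was 0, 0.794 and 0.434 times that of the embryo at 30, 45 and 60 DAH. The p-values at endosperm 30 DAH ran high, so its standard errors may be too large and the spread at 30 DAH too low. Smaller accession differences in the endosperm are otherwise in line with the values at 30 DAH (0) and 60 DAH, and at 45 DAH they could account for only part of the gap.

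The text of the study gives 17 directions from quantitative PCR of candidate genes in the embryo. By sign alone, the deposited log2 fold changes had 14 of them. This match is not independent support, because the sign of the deposited values was itself settled from genes that the study names. Most of the candidates were also chosen by the study on these samples. OsFbox594 at 30 DAH, OsDjC76 at 45 DAH and OsHsp17.9B at 60 DAH had the opposite sign. Among the matches, OsDjB2 at 60 DAH (-0.05, FDR 0.965) and OS07G0637150 at 30 DAH (-0.14, FDR 0.989) lay near 0. After centring on the median gene, OsDjB2 at 60 DAH turned to 0.11 and would be a mismatch. Among the mismatches, OsFbox594 at 30 DAH (0.66, FDR 0.281) was not a DEG either. A further direction, OS07G0637150 as higher in Jowoon at 45 DAH, was left out because the wording of the study is ambiguous, but only after its value was seen, and the table has the opposite sign. Counting it would add a mismatch. A candidate explanation is the scaling of the quantitative PCR to OsACT1, which itself differed between the accessions. At 30 DAH, where OsACT1 hardly differed and 11 of the directions lie, OsFbox594 kept its opposite sign relative to OsACT1 (0.72, 95% range -0.30 to 1.73), which its standard error does not set apart from 0. At 45 and 60 DAH, 4 of 6 directions were matched before and 4 after, with OsHsp17.9B at 60 DAH gained and OsDjB2 at 45 DAH lost. These are too few to decide, and the scaling stays open.

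Windows on chromosomes 9 and 11 held 20 genes that were DEGs of the same direction at all 3 embryo stages, and 80.0% of them (16 of 20) were lower in Jowoon. Reads of Jowoon that fail to align to the reference genome in diverged regions would lower such genes in Jowoon, and reads of Gopum that fail would raise them. In a chromosome 11 window, 3 of the 8 were higher in Jowoon, so the direction does not decide. Reads shared between neighbouring copies among the 20 genes are a further explanation. Neither can be told apart from a real difference without the sequences of both accessions, which were not used here.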
